# Sex specific expression and distribution of small RNAs in papaya

**DOI:** 10.1186/1471-2164-15-20

**Published:** 2014-01-13

**Authors:** Rishi Aryal, Guru Jagadeeswaran, Yun Zheng, Qingyi Yu, Ramanjulu Sunkar, Ray Ming

**Keywords:** *Carica papaya*, Centromere, miRNA, siRNA, Sex chromosome, Sex determination

## Abstract

**Background:**

Regulatory function of small non-coding RNAs (sRNA) in response to environmental and developmental cues has been established. Additionally, sRNA, also plays an important role in maintaining the heterochromatin and centromere structures of the chromosome. Papaya, a trioecious species with recently evolved sex chromosomes, has emerged as an excellent model system to study sex determination and sex chromosome evolution in plants. However, role of small RNA in papaya sex determination is yet to be explored.

**Results:**

We analyzed the high throughput sRNAs reads in the Illumina libraries prepared from male, female, and hermaphrodite flowers of papaya. Using the sRNA reads, we identified 29 miRNAs that were not previously reported from papaya. Including this and two previous studies, a total of 90 miRNAs has been identified in papaya. We analyzed the expression of these miRNAs in each sex types. A total of 65 miRNAs, including 31 conserved and 34 novel mirNA, were detected in at least one library. Fourteen of the 65 miRNAs were differentially expressed among different sex types. Most of the miRNA expressed higher in male flowers were related to the auxin signaling pathways, whereas the miRNAs expressed higher in female flowers were the potential regulators of the apical meristem identity genes. Aligning the sRNA reads identified the sRNA hotspots adjacent to the gaps of the X and Y chromosomes. The X and Y chromosomes sRNA hotspots has a 7.8 and 4.4 folds higher expression of sRNA, respectively, relative to the chromosome wide average. Approximately 75% of the reads aligned to the X chromosome hotspot was identical to that of the Y chromosome hotspot.

**Conclusion:**

By analyzing the large-scale sRNA sequences from three sex types, we identified the sRNA hotspots flanking the gaps of papaya X, Y, and Y^h^ chromosome. The sRNAs expression patterns in these regions were reminiscent of the pericentromeric region indicating that the only remaining gap in each of these chromosomes is likely the centromere. We also identified 14 differentially expressed miRNAs in male, female and hermaphrodite flowers of papaya. Our results provide valuable information toward understanding the papaya sex determination.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/1471-2164-15-20) contains supplementary material, which is available to authorized users.

## Background

Micro RNA (miRNA) and small interfering RNA (siRNA) are two major classes of endogenous regulatory RNAs (sRNA) found in higher plants. These sRNAs are processed from RNA duplexes by a dicer family protein, which produces approximately 21-24nt final products. Many miRNAs regulate various developmental processes by sequence directed silencing of the mRNA at a posttranscriptional level [1–5]. The siRNAs regulate the genome function both at transcriptional and posttranscriptional levels through RNA guided DNA methylation and RNA guided RNA silencing, respectively [6–9].

Spatial and temporal pattern of organ formation in plants are regulated at various levels by sRNA mediated gene silencing. The development of the male and female gametophyte is regulated by the combinatorial action of various sRNAs [10, 11]. In *Arabidopsis*, early embryo patterning and transition from juvenile to adult plant is regulated by miR156 [12–14]. In rice, *Arabidopsis*, and maize, mir166 regulates the adaxial/abaxial patterning of the leaves [15]. Micro-RNAs and other sRNAs are important regulators of flower development and floral organ identity in many plant species [13, 16–21]. Further analysis of sRNA transcriptome in various organs, tissues, and developmental phases will provide a better understanding on their function in plant development and organogenesis.

Previous reports suggest that miRNAs play a role in sex differentiation in plants [21–23]. Differential expression of miRNAs that regulates the development of carpels and stamens can ultimately lead to the development of unisexual flowers and to the sexual differentiation in plants. In maize, miR172 maintains the unisexual nature of the tassel by suppressing carpel development genes *Ts6*[23]. In *Petunia hybrida* and *Antirrhinum majus*, the miR169 family genes, miRBL and miRFIS, restrict the expression of C class homeotic genes at the center of the flower. Plants defective in these miRNA genes produce the female flowers on genetically hermaphroditic individuals [18]. Small RNAs are also important in maintaining the integrity of sex chromosomes by methylating the non-recombining regions during meiotic prophase [24].

Papaya (*Carica papaya*) is a model species to study the plant sex determination. It is a trioecious species with three sex types, hermaphrodite, male, and female. It belongs to the family Caricaceae, which comprises 35 species in six genera including one monoecious, 32 dioecious, and two trioecious species. Papaya diverged from its closest monoecious relative (*Vasconcellea monoica*) about 27.5 million years ago [25]. Sex expression in papaya is controlled by a pair of recently evolved sex chromosomes. The male and hermaphrodite characteristics are determined by two slightly different Y-chromosomes, Y and Y^h^, respectively [26, 27]. The genotype XX determines female, XY determines male, and XY^h^ determines hermaphrodite. All combinations of Y and Y^h^ are embryonic lethal, indicating that the Y and Y^h^ chromosomes have lost some genes necessary for embryo development [26]. The Y and Y^h^ chromosomes show 98.9% sequence similarity on average, differing mainly in intergenic and repetitive regions [28]. The male specific region of Y chromosome (MSY) and hermaphrodite specific region of Y^h^ (HSY) are highly methylated and heterochromatized compared to the corresponding region of X chromosome [29]. Because sRNA is involved in establishing heterochromatic structures, analyzing the sRNA transcripts from the papaya sex chromosome will help to understand the epigenetic aspects of the recently evolved sex chromosomes.

Sequencing the HSY and its corresponding region in the X chromosome have produced 8.1 and 3.4 Mb pseudomolecules for the sex determining regions of the respective chromosomes [30, 31]. Sequence alignment between HSY and corresponding region of the X chromosome revealed two large-scale inversions and several intrachromosomal rearrangements were identified on the HSY, however precise location of these inversions are still unknown due to an unfilled gap on the physical map. In the X chromosome, the repeat density gradually increases towards the gap, suggesting that the gap is likely the centromere [31]. Using the fluorescent in situ hybridization technique, the centromere of the Y chromosomes was identified near the knob 4 [29]. The knob 4 region is now completely sequenced, however, analysis of repeat content in the region did not identify centromeric satellite elements in this region [30]. These conflicting observations call for the search of centromere on the Y chromosomes. Identification of centromere will provide valuable information regarding the location of inversion and direction of sequence expansion at the early stage of papaya sex chromosome evolution.

We previously analyzed the genome-wide sRNA profile in papaya using the high throughput Illumina sRNA libraries prepared from flowers and leaves including Papaya Ringspot Virus (PRSV) infected leaves [32]. Evidences from many plant species show that sex determination in plants are also regulated by epigenetic mechanisms including that of small noncoding RNAs [33]. In this study, we analyzed the sRNAs libraries prepared from male, female, and hermaphrodite flowers of papaya. We used the high throughput sRNA sequences to identify the miRNAs in different sex types. Expression of miRNAs in the flowers of three papaya sex types is analyzed. Aligning the sRNA reads identified the sRNA hotspots on papaya sex chromosomes similar to that of pericentromeric region. We discuss the early events in papaya sex chromosome evolution in light of the identified centromeric location.

## Results

### Sequencing sRNAs from papaya flowers

Small RNA libraries were constructed from male, female, and hermaphrodite flowers and sequenced using the Illumina Genome Analyzer II. 

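The RNA came from mixtures of flowers, from young buds to fully mature flowers, and the band of 18 to 30 nucleotides was cut from a gel before adapter ligation. The sample labels list 2 libraries from male flowers, 3 from female flowers and 1 from hermaphrodite flowers. The deposited counts give a single list for each sex type, in which the authors had trimmed the adapters, removed low quality reads, collapsed identical reads into unique sequences with their read counts, and pooled the libraries of a sex. The lists hold 1589618 reads from male flowers, 3625411 reads from female flowers and 1757638 reads from hermaphrodite flowers, and their sequences are 18 to 39 nucleotides long. A read was counted for a miRNA when its first 18 nucleotides equalled those of a listed mature sequence and its length was within 2 nucleotides of that sequence. Reads were summed over the sequences of a family and divided by all reads of the sex type, and given as counts per 1000000 reads (CPM). The sequences of the papaya miRNAs without a conserved family are those of Table 1, and the conserved families were searched with known mature sequences of plants. With 1 pooled list for each sex type there is no spread between replicates, and no test of a difference between sex types was made. The 95% intervals given with shares (exact Clopper-Pearson), CPM (exact Poisson) and ratios (exact binomial) cover counting error only, and PCR copies of a molecule are not independent reads. A count of 0 allows up to 3 reads, which is 1.89 CPM in male flowers, 0.827 in female flowers and 1.71 in hermaphrodite flowers. In the labels each sex type has a 5' barcode of its own, so differences between sex types and between libraries or barcodes cannot be told apart.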

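The reads of male flowers comprised 677651 unique sequences, those of female flowers 1572412 and those of hermaphrodite flowers 735026, or 42.6%, 43.4% and 41.8% of the reads. Most unique sequences were read a single time, 87.4% in male, 86.7% in female and 86.8% in hermaphrodite flowers. When every list was thinned to 1500000 reads, female flowers (3 libraries pooled) had the most unique sequences, 728475. They were followed by male flowers (2 libraries) with 644105 and hermaphrodite flowers (1 library) with 640236. This is also the order of the number of pooled libraries, so an effect of pooling and of sex type cannot be told apart. At this equal depth 54126 sequences were found in all 3 sex types. They made up 8.40% of the sequences of male flowers but 53.9% of their reads, 7.43% and 48.1% in female flowers, and 8.45% and 51.5% in hermaphrodite flowers. Of the 21nt sequences, 16.2% to 18.0% were shared between a pair of sex types, and of the 24nt sequences 7.87% to 13.1%. Sequences that hold a stretch of 12 nucleotides of the 5' adapter made up 0.604% of the reads in male flowers, 4.47% in female flowers and 3.40% in hermaphrodite flowers.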

After adapter trimming and removing the low quality reads, a total of 1.6 million reads from male, 3.6 million reads from female, and 1.8 million reads from hermaphrodite flowers were obtained for further analysis (Table S1). The sRNA libraries were mainly represented by 21nt and 24nt species (Figure 1). 

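Among unique sequences, the 24nt class was the largest in every sex type, at 35.9% (95% interval 35.8 to 36.1) in male, 46.4% (46.3 to 46.4) in female and 36.6% (36.5 to 36.7) in hermaphrodite flowers. This class holds mainly siRNAs of repeats, which guide DNA methylation. The 21nt class, to which most plant miRNAs belong, made up 19.8% (19.7 to 19.9) of the unique sequences in male flowers, 15.8% (15.8 to 15.9) in female flowers and 17.9% (17.8 to 18.0) in hermaphrodite flowers. When each sequence was weighted by its reads the order turned, and the 21nt class was the larger with 32.8% in male, 28.8% in female and 30.9% in hermaphrodite flowers. The 24nt class then made up 19.3%, 27.7% and 19.7% of the reads. Sequences of 25nt were more frequent in hermaphrodite flowers, with 7.46% of the unique sequences, than in male flowers with 4.05% and female flowers with 4.09%. The first base of the hermaphrodite barcode is U. Sequences of 25nt that did not begin with U made up 3.26% of all unique sequences in male, 3.07% in female and 2.51% in hermaphrodite flowers. Those that did not begin with the first base of the own barcode of each sex type (C, G and U) made up 2.30%, 3.43% and 2.51%. A different base is left out in each sex type, so these last values cannot be compared directly between sex types. These shares have no replicate check.

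**Figure D1:**
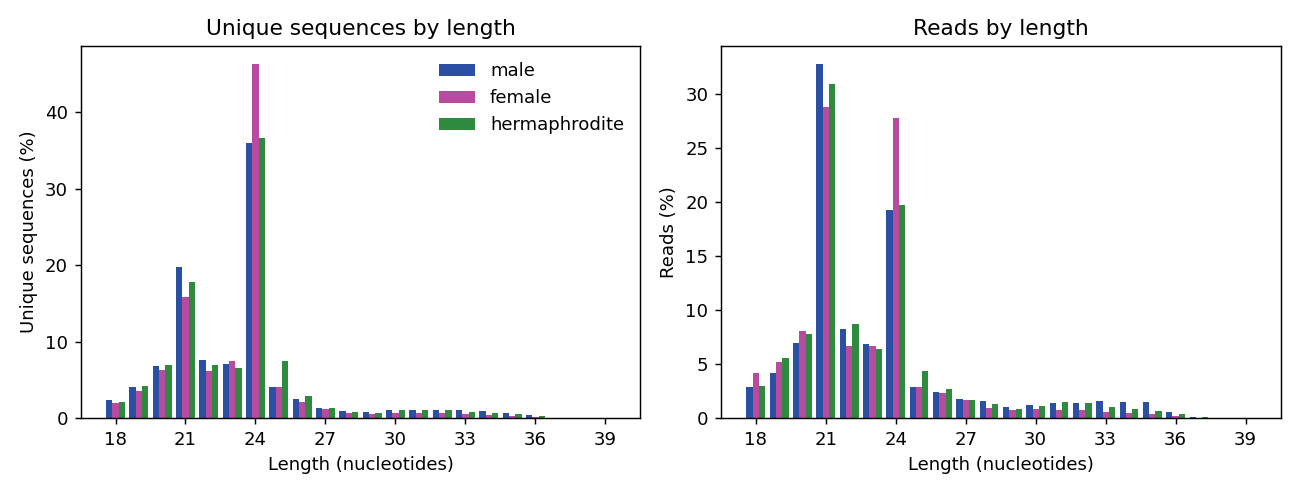
Length of the small RNAs in nucleotides (horizontal axis) against the share of unique sequences (left) and of reads (right), in percent, with a bar for each sex type. The 24nt bar is highest among unique sequences, with the highest share, 46.4%, in female flowers, and the 21nt bar is highest among reads.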

The 21 and 24nt sRNA constituted 20% and 36% of the unique reads in male library, 16% and 46% of the unique reads in female library, and 18% and 37% of the unique reads in hermaphrodite library, respectively.

**Figure 1:**
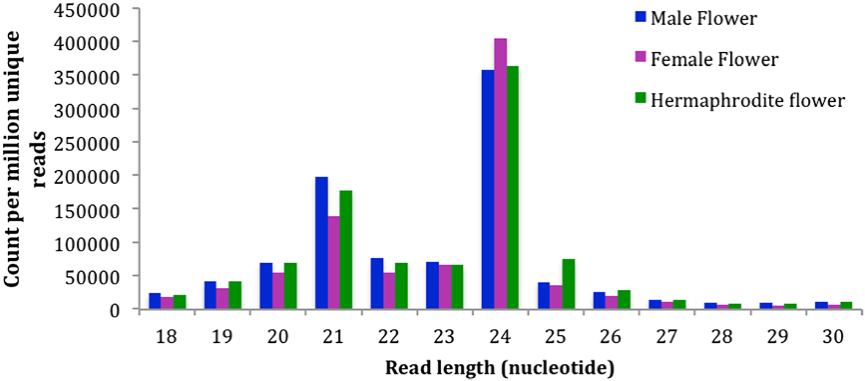
**Size distribution of sRNA reads from three libraries.** Unique sequences were obtained from each library after adapter trimming and removing other known classes of contaminant RNAs.

We previously reported a higher accumulation of purine-rich strands (sequences with more purine residue than pyrimidine residue) than the pyrimidine-rich strands (sequences with more pyrimidine residue than purine residue) in sRNA libraries from various plant species [32]. To further confirm this phenomenon, we analyzed the purine-rich and pyrimidine-rich sequences in the three libraries. In congruence with the previous observation, all three libraries were overrepresented by purine-rich strands (Additional file 1: Figure S1). 

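A sequence was called purine-rich when it held more A and G than C and U, and its reads were summed. Purine-rich reads outnumbered pyrimidine-rich reads 1.96 to 1 in male flowers, 1.79 to 1 in female flowers and 1.91 to 1 in hermaphrodite flowers. They made up 62.4% (95% interval 62.3 to 62.5) of all reads in male flowers, 59.7% (59.6 to 59.7) in female flowers and 62.2% (62.1 to 62.2) in hermaphrodite flowers. The pyrimidine-rich reads came to 31.8%, 33.3% and 32.5%. When each unique sequence was counted a single time, the purine-rich share was 62.1% in male, 64.6% in female and 64.6% in hermaphrodite flowers, and the pyrimidine-rich share 30.5%, 27.8% and 28.5%. Female flowers thus had the lowest purine-rich share by reads, but not by unique sequences.

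**Figure D2:**
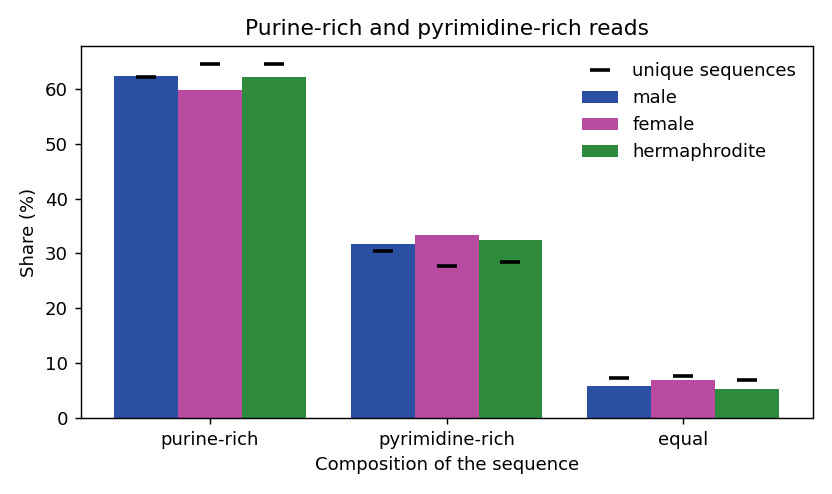
Share of reads, in percent, that are purine-rich, pyrimidine-rich or equal in both, with a bar for each sex type and a black line for the share of unique sequences. The purine-rich bars lie between 59.7% and 62.4%.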

Purine-rich sequences constituted 62%, 65%, and 65% of the total reads in male, female and hermaphrodite libraries, respectively, whereas pyrimidine-rich sequences constituted 30%, 28% and 25% in the respective libraries. 

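Reads with as many purines as pyrimidines made up 5.84% in male flowers, 7.01% in female flowers and 5.33% in hermaphrodite flowers, and 7.38%, 7.64% and 6.97% of the unique sequences. Only sequences of an even length can be equal, and in the 24nt class such sequences were 11.6%, 11.0% and 10.9% of the unique sequences. The surplus of purines was present in both size classes. In 21nt reads the purine-rich share was 65.0% in male, 55.6% in female and 66.4% in hermaphrodite flowers, and in 24nt reads 62.1%, 67.3% and 67.5%.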

Sequences with equal number of purine and pyrimidine residues were found 8% in the male library, 7% in female the library, and 10% in the hermaphrodite library. To see whether the purine-pyrimidine bias is localized on a particular region or is spread across the sRNA sequences, we analyzed the frequency of nucleotides in each position of 21nt and 24nt sequences (Additional file 1: Figure S2). Adenine was the most frequent nucleotide throughout the 24nt sequence, whereas 21nt sequences were overrepresented by guanine nucleotides. 

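In unique 24nt sequences, adenine was the commonest nucleotide at 22 of 24 positions in male flowers, at 23 in female flowers and at all 24 in hermaphrodite flowers. Over all positions, adenine made up 34.0%, 35.2% and 35.2% of the nucleotides of 24nt sequences, guanine 21.9%, 21.4% and 21.8%. In unique 21nt sequences guanine was commonest at 5 of 21 positions in male flowers, at 5 in female flowers and at 6 in hermaphrodite flowers, and adenine at 14, 14 and 13. Guanine made up 25.7% of the nucleotides of 21nt sequences in male flowers, 25.1% in female flowers and 25.6% in hermaphrodite flowers, and adenine 28.0%, 29.2% and 28.9%. The share of guanine was thus higher in the 21nt than in the 24nt class in every sex type, by unique sequences. Weighted by reads, guanine in 21nt sequences came to 27.4%, 26.4% and 27.7%, beside 27.8%, 25.5% and 27.8% for adenine.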

Uracil and adenine was highly conserved at the 5’ end of 21nt and 24nt sequences, respectively.

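Uracil, the 5' nucleotide favoured by AGO1, stood at the first position of 46.0% of the unique 21nt sequences in male flowers, 46.4% in female flowers and 47.7% in hermaphrodite flowers. Weighted by reads its share was 60.7%, 59.6% and 59.9%. Adenine, the 5' nucleotide favoured by AGO4, stood at the first position of 50.1% of the unique 24nt sequences in male flowers, 55.3% in female flowers and 54.7% in hermaphrodite flowers. Male flowers had the highest share of cytosine at the first position in both classes, 24.3% of 21nt sequences against 19.2% and 19.3% in female and hermaphrodite flowers, and 14.5% of 24nt sequences against 10.2% and 9.12%. The first base of the male barcode in the labels is also C. Guanine was rarest at the first position, at 7.93%, 7.87% and 8.01% of 21nt sequences.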

### Identification of miRNAs from the sRNA libraries

Since the expression of miRNA is highly influenced by various environmental and developmental factors, an extensive search in various tissues, developmental stage, genotype etc. is required to get a complete profile of miRNAs in a species. We utilized the high throughput sRNA reads obtained from the flowers of different sex types to search for the miRNAs previously not identified in papaya. Conserved miRNAs were identified based on the homology with previously identified miRNAs from other species. Novel miRNAs were identified if the effector strand (miRNA) and complementary strand (miRNA*) sequences were present in the libraries, and meet the miRNA annotation criteria suggested by Meyers et al. [34]. 

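The exact sequences listed in Table 1 were looked up in the reads of the 3 sex types. Of the 29 miRNAs, 26 were read in at least 1 sex type and 22 in all 3. Among the miRNAs without a conserved family, novel_39 (UUCGCCAGCCAUUCACAAAAU) had the most exact reads, 1527 in male, 2235 in female and 2903 in hermaphrodite flowers. It was followed by novel_46 (UCUUGCAAGCUGCUUAGAUCA) with 352, 822 and 68 exact reads, and novel_37 (AGAUAAAUCAGAGGAUCUAACC) with 138, 467 and 284. Others of this group were rare. For novel_53 there were 3 exact reads in male flowers and 0 in the others, and novel_51 had 2 in male, 6 in female and 0 in hermaphrodite flowers. No exact read was found for miR403 (UUAGAUUCACGCACAAACUCG), miR397 (UCAUUGAGUGCAGCGUUGAUGU) and miR2111 (UAAUCUGCAUCCUGAGGUUUA). For miR2111, reads with the same first 18 nucleotides and another length or 3' end numbered 20, 748 and 460. For 27 of the miRNAs Table 1 gives a position, and the span equals the length of the sequence for all 27. The positions were not checked against a genome here.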

Small RNA reads analysis of these three different libraries led to the identification of 29 miRNAs that includes 10 conserved miRNA homologs and 19 novel miRNAs (Table 1, Additional file 1: Figure S3), beside the 61 miRNAS reported previously [32, 35]. Taken together, two previous studies and this study, a total of 90 miRNAs are identified in papaya, of which 34 belong to conserved miRNAs and the remaining 56 are novel miRNAs.

**Table 1:** **List of papaya miRNAs identified in this study**

MiRNA family	miR_sequence	Strand	Chromosome	miR location
CpmiR397	UCAUUGAGUGCAGCGUUGAUGU	-	Supercontig_27	1548952..1548973
CpmiR398a	UGUGUUCUCAGGUCACCCCUU	+	Supercontig_1	1672760..1672780
CpmiR398b	UGUGUUCUCAGGUCGCCCCUG	+	Supercontig_34	1614486..1614506
CpmiR399a	UGCCAAAGGAGAUUUGCCCGG	+	Supercontig_7	849330..849350
CpmiR399b	UGCCAAAGGAGAUUUGCCCGG	-	Supercontig_7	855497..855517
CpmiR399c	UGCCAAAGGAGAGUUGCCCUG	+	Supercontig_4	3751380..3751400
CpmiR403	UUAGAUUCACGCACAAACUCG	n/a	n/a	n/a
CpmiR894	CGUUUCACGUCGGGUUCACC	n/a	n/a	n/a
CpmiR2111	UAAUCUGCAUCCUGAGGUUUA	+	Supercontig_171	301214..301234
CpmiR2910	UAGUUGGUGGAGCGAUUUGUC	+	Supercontig_0	2421938..2421958
CpmiR-novel_36	UGGUCAACUUCACUAAUGCUUU	+	Supercontig_140	285663..285642
CpmiR-novel_37	AGAUAAAUCAGAGGAUCUAACC	+	Supercontig_27	1714759..1714738
CpmiR-novel_38	UUGCCAUUGCUGUCAUCAUUG	-	Supercontig_26	1264911..1264891
CpmiR-novel_39	UUCGCCAGCCAUUCACAAAAU	-	Supercontig_67	294009..293989
CpmiR-novel_40	UGCAGUAUCUGUAGCAUCAGC	+	Supercontig_1867	3234..3214
CpmiR-novel_41	UUAUGCAGAUACCCGGAGGAG	+	Supercontig_2379	8824..8804
CpmiR-novel_42	CAGAGGAGGAGAUGAAGAGGGA	-	Supercontig_609	25591..25570
CpmiR-novel_43	UAAGACAAAGCCUACAACAAC	-	Supercontig_92	867729..867709
CpmiR-novel_44	UGGGAUCCAGUGCAUUAGUGC	+	Supercontig_241	21475..21455
CpmiR-novel_45	AUUGGAGGACUUUGGGGGAGC	-	Supercontig_282	4156..4136
CpmiR-novel_46	UCUUGCAAGCUGCUUAGAUCA	-	Supercontig_130	392538..392518
CpmiR-novel_47	UUUCUACCCACCUUUACCUCCGUG	-	Supercontig_425	30640..30617
CpmiR-novel_48	CAGAAGUAAAGGUUGGUAGAAAA	-	Supercontig_77	529407..529385
CpmiR-novel_49	UUUUGGGACACGUGCAGGUAC	+	Supercontig_26	75358..75338
CpmiR-novel_50	CUGCGUAUAAAUUUUGCUCCG	+	Supercontig_271	79608..79588
CpmiR-novel_51	UUUCCAAAUUCUCUCGUACCGA	+	Supercontig_65	875942..875921
CpmiR-novel_52	AGGCGCACUGUGAAUCGUAUUCGG	+	Supercontig_33	742481..742458
CpmiR-novel_53	AUCUGGGCCGUCCGUGCGCAC	-	Supercontig_74	405778..405758
CpmiR-novel_54	UACCGGACGAAGUAUCGAGACGAU	-	Supercontig_246	189341..189318

The novel miRNAs are named contiguous from our previous report [32].

### MiRNA abundance in papaya flowers

We analyzed the abundance of identified miRNAs in the sRNA libraries. A total of 65 (31 conserved and 34 novel) miRNAs were detected in at least one of the three sRNA libraries (Table 2). 

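With the sequences available for counting, 27 conserved families and 19 miRNAs without a conserved family were searched, and all 46 had at least 1 read in 1 sex type. Reads in every sex type were found for 25 of the conserved families and 16 of the others. The rarest conserved families were miR408, which targets laccases and plantacyanins under copper limitation, with 0, 1 and 1 reads in male, female and hermaphrodite flowers, and miR403, which targets AGO2, with 6, 2 and 0 reads. Reads of all families searched made up 8.30% of the reads in male flowers, 6.00% in female flowers and 6.96% in hermaphrodite flowers. The other miRNAs of Table 2 were not counted here, since their sequences are not in the text of the paper. With up to 1 mismatch allowed, miR403 had 531, 573 and 235 reads and miR408 had 67, 121 and 98, so the low counts of both depend on the matching rule.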

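Above 100 CPM in at least 1 sex type were 16 of the 27 conserved families and 5 of the 19 others. The highest levels were those of miR156/157, which targets SPL transcription factors, with 35141 CPM in male flowers, and of miR165/166, which targets HD-ZIP III transcription factors, with 34365 in female flowers. Among the conserved families above the limit were also miR172, which targets APETALA2-like factors, with 2950 in male, 2260 in female and 2439 in hermaphrodite flowers, and miR390, which starts the production of tasiRNAs, with 1197, 923 and 1590. The 5 without a conserved family were novel_37, novel_38, novel_39, novel_40 and novel_46. Below it were the miRNAs of copper and sulphate supply, such as miR395 with at most 11.4 CPM and miR397 with at most 16.5.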

Of the 65 miRNAs, 31 were expressed more than 100 copies per million reads in at least one of the three libraries. We included only those 31 miRNAs for further expression analysis. 

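All 21 families above 100 CPM had reads in each of the 3 sex types. Of these, 16 differed at least 2-fold between the highest and the lowest sex type, 11 conserved families and all 5 of the others. With the tasiARF siRNAs, which are not among the miRNAs of Table 2, the count was 17. At least 2-fold above both other sex types were 5 in male flowers, 1 in female flowers and 0 in hermaphrodite flowers. The widest ratios were those of miR2111, 20.8-fold (95% interval 13.3 to 34.4) between hermaphrodite and male flowers, and of novel_40, 19.2-fold (12.0 to 32.2) between male and female flowers. Over the matching rules and scalings, some with 1 extra 5' nucleotide and chosen after the reads had been seen, that of miR2111 lay between 10.4 and 26.5 where it had reads, that of novel_40 between 13.9 and 21.9, and that of miR393 between male and female flowers between 10.6 and 22.4, so the order of the widest ratios depends on the rule. With full-length exact matches miR2111 had 0 reads, and miR393 and novel_40 fell under 100 CPM, the latter also by the median of ratios. The smallest of the 17 were novel_37 at 2.06-fold (1.71 to 2.49) and novel_38 at 2.27-fold (1.86 to 2.77), whose intervals reach below 2 and which each passed the rule in 6 of 9 settings. The ratios rest on 1 pooled list for each sex type and have no replicate check. The count was 12 with full-length exact matches, 26 per 1000000 miRNA reads and 32 with no minimum of 100 CPM. Per 1000000 miRNA reads the limit of 100 was also set on that scale. Since miRNA reads were 6.00 to 8.30% of the reads, it was lower than 100 CPM. Families such as miR397, at most 16.5 CPM, passed it, so the 26 is not an effect of scaling alone.

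**Figure D3:**
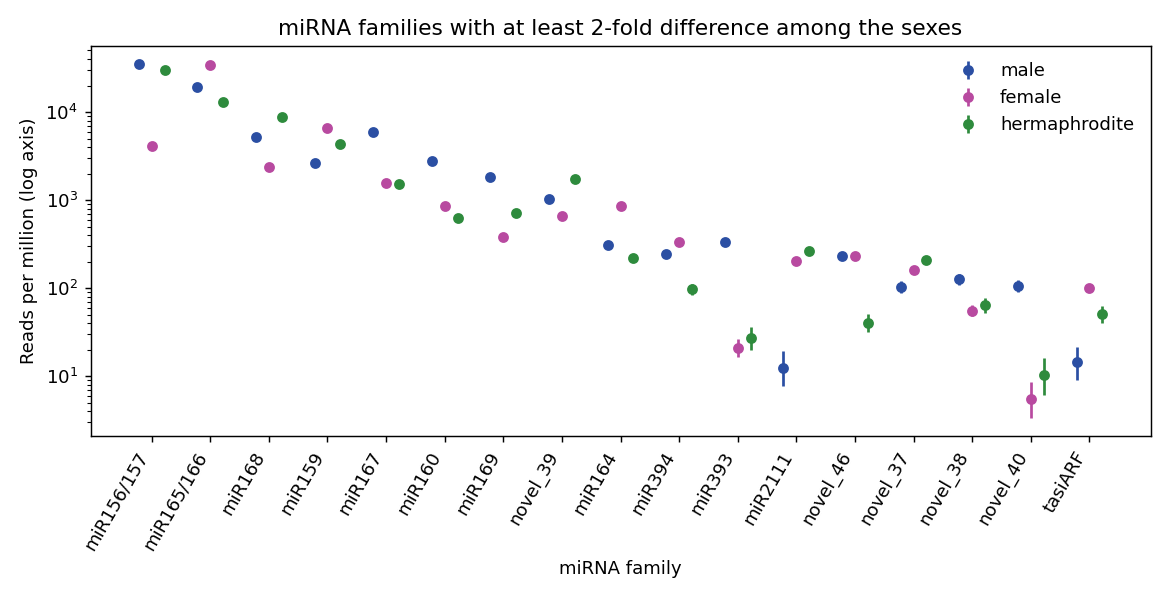
CPM, on a log axis, of the 17 families that differ at least 2-fold among the sex types, with a point for each sex type and bars for the 95% Poisson interval. miR393 and novel_40 lie far higher in male flowers than in the others, and miR2111 far lower.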

None of the 31 miRNAs was specific to one sex type, however, at least two-fold difference in abundance among the three sex types was detected for 14 miRNAs (Figure 2). Of the 14 differentially expressed miRNAs, six miRNAs (miR160, miR167a, miR167b, miR393, miR169, miR_novel_10) were more abundant in male flowers, compared to female and hermaphrodite flowers. 

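miR393, which targets the TIR1 auxin receptors, had 333 CPM (95% interval 306 to 363) in male flowers, 21.0 (16.5 to 26.2) in female flowers and 27.3 (20.1 to 36.2) in hermaphrodite flowers. This is 15.9-fold (12.5 to 20.5) over female and 12.2-fold (9.08 to 16.8) over hermaphrodite flowers. miR160, which targets auxin response factors, had 2755 CPM in male flowers, 869 in female flowers and 629 in hermaphrodite flowers, a ratio of 3.17 (3.03 to 3.32) over female and 4.38 (4.10 to 4.68) over hermaphrodite flowers. miR167, which targets other auxin response factors, had 5979, 1582 and 1522 CPM, or 3.78-fold (3.66 to 3.91) and 3.93-fold (3.76 to 4.10). The members a and b of miR167 were counted as a family. Of these 3 families, only miR167 turned its direction between male and female flowers under a matching rule, since full-length exact reads had 272 CPM in male flowers, 373 in female flowers and 65.4 in hermaphrodite flowers, which also raised the female to hermaphrodite ratio from 1.04 to 5.71. novel_40, another miRNA with a high level in male flowers, had 106, 5.52 and 10.2 CPM. The sequence of miR_novel_10 is not in the text of the paper, and it was not counted.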

Five of the six miRNAs (miR160, miR167a, miR167b, miR169 and miR393) have been shown to regulate auxin-signaling pathway [36–38]. 

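A list of 5 families placed in auxin signalling, miR160, miR167, miR169, miR390 and miR393, was set before the data were examined. The paper counts miR169, which targets NF-YA transcription factors, among the regulators of this pathway. Of the 5 families, 4 were at least 2-fold higher in male than in female flowers. The same number were at least 2-fold higher in male than in hermaphrodite flowers, and none was at least 2-fold lower. The median log2 ratio was 1.92 over female flowers, at the 96.8th percentile of 10000 random lists of 5 families matched on mean expression, and 1.97 over hermaphrodite flowers, at the 93.5th percentile. Between hermaphrodite and female flowers it was 0.39. The exception was miR390, with a male to female ratio of 1.30 (95% interval 1.22 to 1.37) and a male to hermaphrodite ratio of 0.752 (0.709 to 0.798). The paper chose the other 4 on these samples, so the list is not independent evidence of its direction. The tasiARF siRNAs, which target auxin response factors and are not on the list, were 6.92-fold (4.54 to 11.1) higher in female than in male flowers. The background of the random lists held 42 families. From the differences in abundance the paper proposes a potential function of these miRNAs in papaya sex determination, and it leaves open whether they are a cause or a consequence of sexual dimorphism.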

MiR169 was expressed more than 5 folds higher in male and ~2 folds higher in hermaphrodite flowers compared to female flowers. 

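miR169, which targets NF-YA transcription factors, had 1821 CPM (95% interval 1755 to 1888) in male flowers, 710 (671 to 751) in hermaphrodite flowers and 380 (360 to 401) in female flowers. The ratio to female flowers was 4.79 (4.49 to 5.11) for male flowers and 1.87 (1.73 to 2.02) for hermaphrodite flowers. The members of the family differed. miR169h (UAGCCAAGGAUGACUUGCCUG) had a male to female ratio of 7.62 (6.93 to 8.40), and miR169a (CAGCCAAGGAUGACUUGCCGA), at 665, 228 and 237 CPM in male, female and hermaphrodite flowers, one of 2.92 (2.66 to 3.20). Over the matching rules and scalings tried, the male to female ratio of the family lay between 3.46, per 1000000 miRNA reads, and 7.51, with full-length exact matches, which count few reads of miR169a, and the hermaphrodite to female ratio between 1.52 and 3.03, the latter also with full-length exact matches.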

Four miRNAs (miR156a, miR156b, miR168 and miR_novel_39) showed higher abundance in male and hermaphrodite flowers than in female flowers. 

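miR168, which targets AGO1 and so adjusts the silencing machinery, had 8862 CPM (95% interval 8723 to 9002) in hermaphrodite flowers, 5261 (5149 to 5375) in male flowers and 2403 (2353 to 2454) in female flowers. The ratio to female flowers was 3.69 (3.59 to 3.79) for hermaphrodite and 2.19 (2.12 to 2.26) for male flowers. novel_39 had 1740 CPM in hermaphrodite flowers, 1037 in male flowers and 664 in female flowers. Its ratio to female flowers was 2.62 (2.48 to 2.76) for hermaphrodite flowers and 1.56 (1.46 to 1.66) for male flowers, the latter under 2-fold. Per 1000000 miRNA reads, the male to female ratio was 1.58 for miR168 and 1.13 for novel_39.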

More contrasting difference was observed for miR156 family (miR156a, and miR156b) with ~5 folds higher abundance in male and hermaphrodite flowers. 

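The miR156/157 family, which keeps plants in the juvenile phase by targeting SPL factors, had 35141 CPM (95% interval 34850 to 35433) in male flowers, 29630 (29376 to 29886) in hermaphrodite flowers and 4085 (4020 to 4152) in female flowers. Male flowers were 8.60-fold (8.45 to 8.76) and hermaphrodite flowers 7.25-fold (7.12 to 7.39) above female flowers. Across all matching rules and scalings the male to female ratio lay between 6.22 and 9.05. The level of male over hermaphrodite flowers, 1.19-fold (1.17 to 1.20), was 0.931 with median-of-ratios scaling. Nearly all reads came from the 21nt miR157 form, with 55503 in male, 14297 in female and 51722 in hermaphrodite flowers, and few from miR156 (UGACAGAAGAGAGUGAGCAC), with 357, 514 and 357. The miR156 form was at 225, 142 and 203 CPM. miR172, which acts later than miR156 in the phase change, differed little, at 1.31-fold (1.26 to 1.35) between male and female flowers.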

MiR164 was expressed higher in female flowers relative to the other two samples. 

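miR164, which targets the CUC boundary genes of the NAC family, had 867 CPM (95% interval 837 to 898) in female flowers, 311 (285 to 340) in male flowers and 221 (199 to 244) in hermaphrodite flowers. Female flowers were 2.79-fold (2.53 to 3.07) above male and 3.93-fold (3.54 to 4.38) above hermaphrodite flowers. Among the families above 100 CPM it was the sole one at least 2-fold higher in female flowers than in both other sex types. Across the matching rules and scalings the female to male ratio lay between 2.62 and 3.85, and the female to hermaphrodite ratio between 2.94 and 4.56.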

Two miRNAs, miR159 and miR166, showed higher overall abundance and higher abundance in female flowers compared to male and hermaphrodite flowers, but the difference in abundance level was less than 2 folds. 

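miR159, which targets GAMYB transcription factors, had 6667 CPM (95% interval 6583 to 6751) in female flowers, 4376 (4279 to 4475) in hermaphrodite flowers and 2621 (2542 to 2702) in male flowers. Female flowers were 2.54-fold (2.46 to 2.63) above male and 1.52-fold (1.48 to 1.56) above hermaphrodite flowers. The 1 sequence searched found less than the paper's values of 8069 in male, 13077 in female and 8734 in hermaphrodite flowers. Reads not counted here could thus change these ratios. miR165/166, which restricts HD-ZIP III factors to the upper side of lateral organs, had 34365 (34174 to 34556) in female flowers, 19161 (18947 to 19378) in male flowers and 13032 (12864 to 13202) in hermaphrodite flowers. The female level was 1.79-fold (1.77 to 1.82) that of male and 2.64-fold (2.60 to 2.67) that of hermaphrodite flowers. With 1 extra 5' nucleotide allowed, a rule chosen after the reads had been seen, hermaphrodite flowers had 32152 CPM of miR165/166, male flowers 26747 and female flowers 38228. The female to hermaphrodite ratio was then 1.19 and the female to male ratio 1.43, both under 2-fold.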

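miR394, which targets the F-box gene LCR in the shoot meristem, had 245 CPM (95% interval 221 to 270) in male flowers, 335 (317 to 355) in female flowers and 97.3 (83.3 to 113) in hermaphrodite flowers. Male flowers were 2.52-fold (2.10 to 3.03) and female flowers 3.45-fold (2.94 to 4.07) above hermaphrodite flowers. With 1 extra 5' nucleotide allowed, these ratios were 1.06 and 1.52. miR171, which targets SCARECROW-like factors of the meristem, had 37.7, 16.0 and 11.9 CPM in male, female and hermaphrodite flowers with the sequences searched. The male to hermaphrodite ratio was 3.16 (1.89 to 5.47), and the female to hermaphrodite ratio of 1.34 (0.800 to 2.32) was not a detectable difference at this depth. With up to 1 mismatch miR171 had 1420, 1003 and 431 CPM, and with 1 extra 5' nucleotide in addition 1600, 1065 and 989. novel_46 was also low in hermaphrodite flowers, with 232, 234 and 40.4 CPM, and female flowers were 5.79-fold (4.54 to 7.49) above hermaphrodite flowers (2.15 with 1 mismatch and 1 extra 5' nucleotide).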

Two miRNAs, miR171 and miR394, showed higher abundance in male and female flowers compared to the hermaphrodite flowers. A novel miRNA, miR_novel_06, was expressed higher in hermaphrodite sample than in male and female samples.

**Table 2:** **Normalized expression of miRNA in flowers of different sex types**

MiRNA family	Expression (counts per million reads)		
	Male	Female	Hermaphrodite
CpmiR156/157a	36079	5385	30491
CpmiR156/157b	36378	7122	30392
CpmiR159	8069	13077	8734
CpmiR160	3291	1647	854
CpmiR162	214	286	193
CpmiR164	311	891	252
CpmiR165/166a	48299	74721	30625
CpmiR165/166b	26839	38348	31875
CpmiR167a	6320	2433	2449
CpmiR167b	6334	1824	2585
CpmiR168	5124	2369	8676
CpmiR169	2738	576	1060
CpmiR171	1515	1079	506
CpmiR172	6342	4544	5014
CpmiR390	2095	1328	2109
CpmiR393	900	53	61
CpmiR394	483	667	189
CpmiR395	17	26	34
CpmiR396	3381	2149	2402
CpmiR397	5	19	31
CpmiR398a	13	6	14
CpmiR398b	9	17	72
CpmiR399a	6	1	1
CpmiR399b	2	1	2
CpmiR399c	2	1	2
CpmiR403	121	68	96
CpmiR408	145	82	93
CpmiR535	2852	4756	4368
CpmiR894	308	272	250
CpmiR2111	25	243	277
CpmiR2910	161	195	340
CpmiR-novel_01	12	14	3
CpmiR-novel_02	84	24	26
CpmiR-novel_03	3	17	8
CpmiR-novel_04	19	17	14
CpmiR-novel_05	66	11	18
CpmiR-novel_06	954	621	1613
CpmiR-novel_09	8	19	11
CpmiR-novel_10	106	6	17
CpmiR-novel_11	93	94	92
CpmiR-novel_12	0	0	5
CpmiR-novel_17	1	2	2
CpmiR-novel_25	1	2	2
CpmiR-novel_26	0	3	1
CpmiR-novel_28	1	1	1
CpmiR-novel_33	13	2	4
CpmiR-novel_36	9	3	1
CpmiR-novel_37	126	230	239
CpmiR-novel_38	131	67	69
CpmiR-novel_39	1390	741	1806
CpmiR-novel_40	128	7	15
CpmiR-novel_41	4	7	18
CpmiR-novel_42	19	5	5
CpmiR-novel_43	8	3	3
CpmiR-novel_44	7	16	29
CpmiR-novel_45	28	28	34
CpmiR-novel_46	259	268	131
CpmiR-novel_47	2	4	4
CpmiR-novel_48	20	16	15
CpmiR-novel_49	12	17	11
CpmiR-novel_50	15	3	5
CpmiR-novel_51	3	2	2
CpmiR-novel_52	161	141	105
CpmiR-novel_53	5	1	1
CpmiR-novel_54	3	5	2

**Figure 2:**
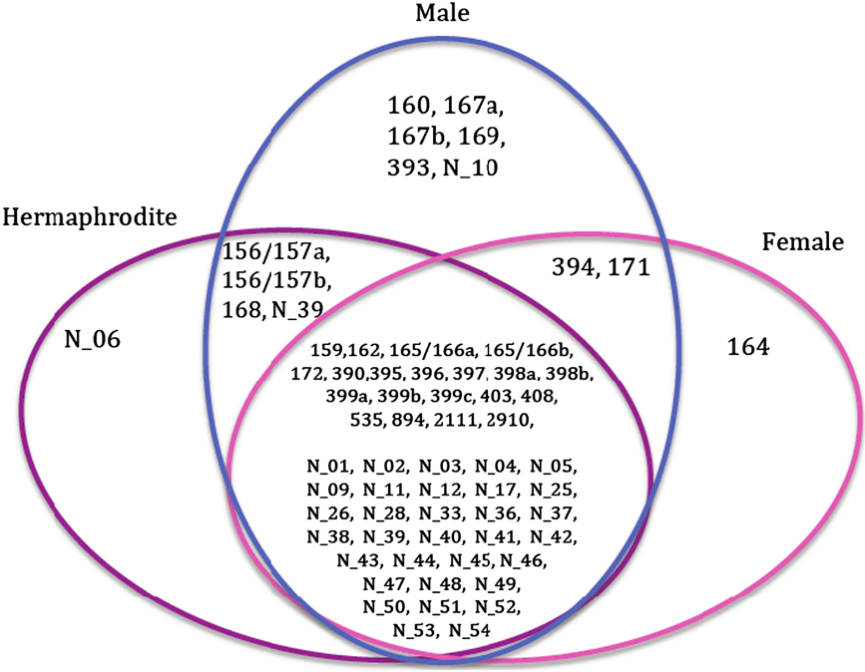
**Differentially expressed of miRNAs in the flowers of three papaya sex types.** The miRNA presented in each sex type(s) is expressed at least 2-fold higher in that sex type(s). The miRNA listed at the center has no differential expression among the sex types. N_ denotes the novel miRNA.

In general, conserved miRNAs were expressed higher in all sex types than the novel miRNAs. 

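Reads of the 27 conserved families summed to 81215 CPM in male flowers, 58679 in female flowers and 67359 in hermaphrodite flowers. Those of the 19 Table 1 miRNAs without a conserved family summed to 1726, 1208 and 2154. The median conserved family had 245 CPM in male, 285 in female and 193 in hermaphrodite flowers, and the median of the others 6.29, 4.41 and 4.55. novel_39, the most abundant of the others, had more CPM than the median conserved family in each sex type, with 1037, 664 and 1740. Such miRNAs of earlier reports were not counted here.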

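The median of the highest level in any sex type was 333 CPM for the conserved families and 13.8 for the Table 1 miRNAs without a conserved family. Conserved families whose highest level stayed low included miR399c with 6.29 CPM and miR398a with 12.0, which belong to phosphate and copper supply, and miR894 with 80.5. Among the Table 1 miRNAs without a conserved family, novel_45 with 18.9 CPM and novel_52 with 42.8 in male flowers lay under 100 but above the median of 13.8. The paper's Table 2 gives higher values in male flowers, 308 for miR894 and 161 for novel_52.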

Of the 34 novel miRNAs, only 7 were expressed more than 100 copies, whereas 24 of the 31 conserved miRNAs were expressed more than 100 copies. 

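Summed over the 3 sex types, miR165/166 had 177950 reads, miR156/157 had 122750, miR159 had 36028 and miR168 had 32650. They were followed by miR167 with 17914 and miR172 with 17168. The lists differ in depth, and female flowers have the most reads. With each sex type weighted alike, the mean was 22952 CPM for miR156/157, 22186 for miR165/166, 5509 for miR168 and 4555 for miR159. With 1 extra 5' nucleotide allowed, the mean of miR165/166 was 32376, above the 23200 of miR156/157.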

MiR166 showed highest overall expression followed by miR156 and miR159.

### Small RNA landscape on papaya sex chromosomes

To analyze the sRNA transcriptome of the sex chromosomes, we mapped the sRNA reads from each library to the respective pseudomolecules [30]. The adapter trimmed non-redundant (unique) reads were aligned to the male specific region of Y chromosome (MSY), HSY, and the corresponding region on X chromosome. Only the reads with 100% sequence alignment were taken for the downstream analysis. The number of reads mapped to the MSY was higher than that of HSY. Approximately 3.5% of the unique reads from each library were aligned to the HSY, 5.5% to the MSY, and 4% to the X chromosome (Additional file 1: Table S1).

The physical map of MSY and HSY contains a gap at the border ‘A’ region (border ‘A’ represents the left border and border ‘B’ represents the right border in each chromosome) [30, 39]. Similarly, the corresponding region of the X chromosome contains a large gap in the middle of the physical map. We observed a 7.8 and 4.4 folds higher expression of sRNAs adjacent to the gaps on each of the Y and X chromosomes compared to the chromosome wide average, respectively (Figure 3). Approximately 19% of the unique reads were aligned to the first 350 kb of the MSY and HSY pseudomolecules (4.3% of the pseudomolecules). Similarly, approximately 14% of unique reads aligned to X chromosome were mapped to the 60 kb region spanning the gap (30 kb on each side; a total of 1.8% of the pseudomolecule). Elevated expression of sRNA near the gaps on the papaya sex chromosome prompted a new hypothesis that these regions may represent the pericentromeric region of the chromosome. Furthermore, the pericentromeric sRNAs are highly conserved among the chromosomes in the yeast species, *Schizosaccharomyces pombe*[40]. To reaffirm whether the observed sRNA hotspots on the sex chromosomes are actually the pericentromeric region, we analyzed the conservation of the sRNAs between the putative pericentromeric regions of the X and Y chromosomes. Approximately 63% of the sRNAs aligned to the pericentromeric region of the Y chromosome were also aligned to the pericentromeric region of the X chromosome. Similarly, approximately 76% of the sRNAs aligned to pericentromeric region of the X chromosome also aligned to the pericentromeric region of the Y chromosome.

**Figure 3:**
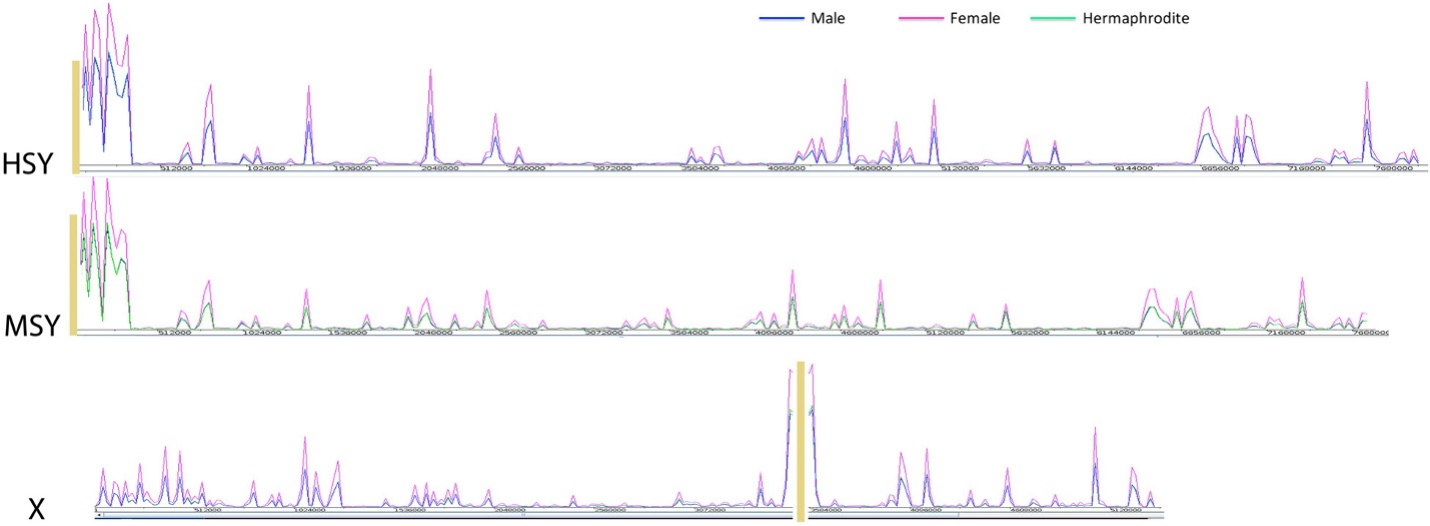
**Map of the sRNA alignment on the sex specific regions of the papaya sex chromosomes.** HSY- hermaphrodite specific region of the Yh chromosome, MSY male specific region of the Y chromosome, X – corresponding region of the X chromosome. The yellow lines indicate the gap on the physical map of the respective chromosome. The x-axis represents the chromosomes and the y-axis represents the sRNA alignment density on the respective chromosome.

The papaya Y chromosomes differ from the X chromosome by two large scale inversions [30]. However, the precise location of inversion remained unclear due to the gap on both X and Y chromosomes. If the centromere of the X and Y chromosomes is at the respective gap of the physical map, the two centromeres are located approximately 1.6 Mb apart from each other. Together, these data indicate that the first inversion on the Y chromosome occurred at pericentric region spanning the centromere (Figure 4). To test this hypothesis, we searched the protein coding genes adjacent to the gaps on Y and X chromosomes. One X specific gene (CpX24) was found 65.5 kb away from the gap towards the boarder ‘B’. Search for the homologous region of this gene on Y chromosome did not yield any result, indicating that the corresponding Y copy of this gene may have moved with the first inversion. There was no protein coding genes located in the first 478 kb region adjacent to the gap on Y chromosome.

**Figure 4:**
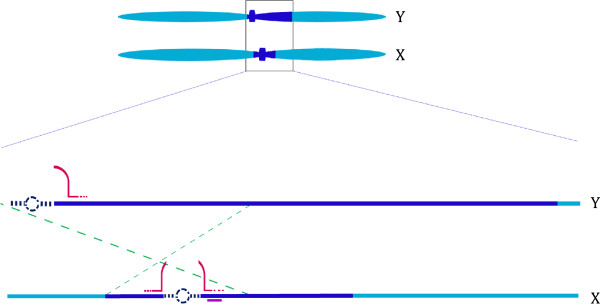
**Diagrammatic representation of papaya sex chromosomes showing putative centromeres and inversion region.** The sex specific regions are shown on dark blue and pseudo-autosomal regions are shown on light blue. Bottom panel shows the zoomed view of sex determining region. The blue dotted line represents the gap on physical map with the putative centromere represented by dotted circle. The red curves indicate the higher sRNA expressing loci adjacent to the gaps; the purple bar below X chromosome represents an X specific genes. The green dotted lines indicate approximate position for the inversion I [30] on the Y chromosome relative to the X chromosome.

## Discussion

The papaya MSY and HSY have been mapped near the centromere of both Y and Y^h^ chromosomes [41–43]. A physical map of the MSY and HSY has been generated, but a large unfilled gap remains at the ‘border A’ region. Similarly, a gap remains in the middle of the X chromosome physical map [30, 39]. Analysis of repetitive sequences provided strong evidence that the centromere is located in the middle of the X chromosome where the gap remains on the physical map [31]. We observed a sharp increase in sRNA expression at both edges of the gap in the X chromosome, which further strengthened the notion that the gap is the centromere. For the Y chromosomes, it was suggested that the centromere might be at either side of Knob 4 in the HSY based on fluorescent in situ hybridization of Knob-specific BACs on anaphase chromosomes [29]. If this were the case, we would have mapped and sequenced the centromere as there is no gap in that region [30, 39], but there is no long tandem repeats nor the rise and fall of repetitive sequences, typical features of centromeres. Our evidence of sharp increase of sRNA at the edge of gap in the HSY and MSY strongly supports that the only remaining gap in the physical map is likely the centromere of the Y chromosomes (Figure 3). Identification of the Y chromosome centromere is a major advancement on papaya sex chromosome research, and set the stage for further characterization and eventual sequencing of the Y centromere. This finding also indicated that the first inversion that triggered sex chromosome evolution is pericentric.

The gap in HSY and MSY include a large genomic region corresponding to the Knob 1 that shared between X and Y chromosomes, and chromosome walking on the HSY kept landing on the X chromosome counterpart, which was mapped and sequenced. The next question would be how extensive of the pericentric region on the unmapped side of the gap in HSY and MSY. The question can be addressed by examine the X specific genes between the two evolutionary strata in the X chromosome. Analysis of X specific genes between genes corresponding to the edges of inversions 1 and 2 revealed only one X specific gene, suggesting that the unmapped side of gap in the HSY and MSY involved few genes in the Inversion 1, and consider faster rate of gene loss in the HSY [30], it could be only one (paired with the one X specific gene between the two strata) or none gene on the unmapped side of the centromere in inversion 1.

Higher expression sRNAs at the pericentromeric region of the chromosome has been observed in other plant species [44–46]. The sRNA sequences aligned to the pericentromeric regions were highly conserved between X and Y chromosomes with up to 76% of sequence mapped to these regions being common in both, providing further evidence for the location of the centromere in the respective gaps. High conservation among the sRNA sequences expressed from the pericentromeric regions of different chromosomes was also observed in the yeast centromeres [40]. The centromeric sequences of the chromosomes remain elusive in the assemblies of many genomes due to their highly repetitive nature [47]. To date, complete sequence for the centromeric region is available only for Chromosome 8 of rice that was recently evolved [48]. The fact that only one gap each remaining in the papaya X, HSY and MSY physical maps validates the high quality of these physical maps and also indicated that these centromeres are likely the original centromere of the autosomes that these sex chromosomes evolved from. The alignment of candidate centromere position between papaya X chromosome and the orthologous autosome of *V. monoica* is in line with this conclusion. The inversion and degeneration of the Y chromosome did not destroy or caused turnover of the Y chromosome centromere.

Premature separation of the papaya sex chromosomes compared to the autosome has been detected in meiotic anaphase [49]. This premature separation is likely the consequence of suppressed recombination in the sex specific region and improper alignment of the centromere due to their shifted position relative to each other caused by the pericentric inversion.

A total of 14 miRNAs were differentially expressed among male, female, and hermaphrodite flowers, indicating their potential function in papaya sex determination (Table 2, Figure 2). All conserved miRNAs that are expressed highest in male flowers (miR160, miR167a, miR167b, miR169, and miR393) regulates the genes in auxin signaling pathway [36–38, 50]. Experimental evidences indicate that auxin plays a central role in carpel development (see [51] for more review). Additionally, miR169 regulates floral development in *Nocotiana benthamiana*, *Petunia hybrid* and *Antirrhinum majus* by spatial restriction of ‘C’ class floral homeotic genes [18, 52]. In congruent with these studies, our result shows a gradual difference in miR169 expression pattern among different sexes – highest in male (>5 fold compared to female), intermediate in hermaphrodite (~2 fold compared to female) and lowest in female. The miRNAs expressed highest in the papaya female flowers (miR164, miR166, and miR394) are mainly involved in regulating the embryo patterning and floral meristem identity genes [53–55]. 

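The 4 families with targets in meristems and organ boundaries, miR164, miR165/166, miR171 and miR394, were set as a list before the data were examined. Between hermaphrodite and female flowers 3 of them, miR164, miR165/166 and miR394, were at least 2-fold lower in hermaphrodite flowers, and the median log2 ratio of the list was -1.59, at the 1.26th percentile of 10000 random lists matched on mean expression. Between male and female flowers the median was -0.65 (15.9th percentile), with miR164 at least 2-fold lower and miR171 at least 2-fold higher in male flowers. The miR171 ratio of 2.36 (interval 1.62 to 3.44) rests on 60 reads in male and 58 in female flowers. With up to 1 mismatch miR171 had 1420 CPM in male and 1003 in female flowers, less than 2-fold apart. The paper's values of 1515 and 1079 are also less than 2-fold apart. The paper names 3 of the 4 listed families for female flowers from the same samples, so the list is not independent evidence of its direction. With 1 extra 5' nucleotide allowed, the median between hermaphrodite and female flowers was -0.55. The female to hermaphrodite ratio was then 1.19 for miR165/166 and 1.52 for miR394, so that of the 3 only miR164 stayed at least 2-fold lower in hermaphrodite flowers. The percentiles are those of the main counts.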

Although whether these differences are the cause or consequences of sexual dimorphism can not be concluded now, it is worth investigating these miRNAs for their roles in sex expression in papaya.

## Conclusions

Using the large scale sRNA sequences from the male, female and hermaphrodite flowers of papaya, we have identified, 1) the sRNA hotspot on the papaya sex chromosome reminiscent of pericentromeric region, and 2) differentially expressed miRNAs in the flowers of different sex types. The identified pericentromeric regions of the sex chromosomes are located adjacent to the unfilled gap on the physical map, indicating that the centromere of these chromosomes lies in the gap. Relative position of the pericentromeric region on X and Y chromosomes revealed that the centromere of X and Y chromosomes are located 1.6 Mb apart from each other, indicating that the inversion on Y chromosome occurred at the pericentromeric region spanning the centromere. Our results provide valuable information for further characterization of papaya sex chromosomes.

By analyzing the miRNA expression in papaya flowers, we have identified 12 miRNAs differentially expressed among the three sex types. Majority of the miRNAs expressed higher in male flower targets the genes involved in auxin signaling pathway. We observed a higher expression of miR169 in male flowers, which has been implicated to repress ‘C’ class floral homeotic genes in other plant species. Further functional analysis of these miRNAs may reveal their role in papaya sex determination.

## Methods

### Small RNA library construction and sequencing

The small RNA libraries were constructed from male, female and hermaphrodite flowers of papaya. Mixture of flowers at different developmental stage, including young bud to fully mature flowers, was used for RNA extraction. Illumina sRNA library was prepared for each sex type as described previously [56]. In brief, total RNA was isolated using the Trizol reagent (Invitrogen USA). Low molecular weight RNA was enriched from the total RNA by precipitating with 0.4 M NaCl and polyethylene glycol (PEG). The enriched low molecular weight RNA was then separated on a denaturing 15% polyacrylamide gel. The band corresponding to the RNA standard of 18–30 nucleotides was then excised from the gel and eluted overnight in 0.4 M NaCl at 4°C, and subsequently ligated with 5’ and 3’ Illumina small RNA adapters. The adapter-ligated library was converted into cDNA and amplified by using PCR and sequenced by Illumina Genome Analyzer II.

### Identification of miRNAs from sRNA dataset

Computational analysis of sRNA reads obtained from the sRNA libraries was performed as reported previously [57, 58]. Briefly, sRNA reads were extracted after trimming the adaptor sequence and then created an unique small RNA data set along with their read counts. The unique sRNAs were aligned to REPBASE version 14, (http://www.girinst.org), and other classes of known noncoding RNAs (rRNAs, tRNAs, snRNAs, snoRNAs, etc.) obtained from RFAM database (http://www.sanger.ac.uk/Software/Rfam/ftp.shtml). Following the removal of sRNAs corresponding to repetitive elements and known ncRNAs (rRNAs, tRNAs and other messenger RNAs), conserved miRNAs were identified by aligning the unique sRNA reads to the miRBase version 15 (http://microrna.sanger.ac.uk/). For identification of novel miRNAs, unique sRNAs with more than 10 genomic hits were removed from further analysis. The flanking regions of the remaining genome-matched sequences were extracted and the fold-back structures were predicted using the RNAfold program [59]. Next, we examined the resulting folding structures to choose those that had at least 18 base-pairs, one central loop, and folding energy not greater than 18 Kcal/mol. The fold-back structures that meet the accepted criteria for miRNA annotation, ≤ 6 mismatches, ≤2 bulged or asymmetrically unpaired nucleotides, and ≤2 continuous mismatches in the putative miRNA region, were selected using MIRCHECK program [60]. Subsequently, a program was developed in house to check the existence of miRNA* sequence of the selected mature miRNA, based on the criterion that there were 2nt overhang(s) at the 3’ end(s) of either the miRNA or miRNA*.

### Mapping of sRNAs reads on to the sex chromosomes

The sRNA reads were aligned to the papaya sex chromosome pseudomolecules by using the ‘bowtie’ short read aligner. The bowtie option was set to obtain only the reads that match 100% to the reference. The SAM output from bowtie was converted binary file (BAM) using Samtools. The BAM output was then used to generate the alignment map using the Bamview program. For the conservation analysis between the pericentromeric regions of the sex chromosomes, we manually extracted the sRNA hotspots from each chromosomes based on the alignment maps generated above. Subsequently, the reads mapped to the Y chromosome sRNA hotspot on Y chromosome was realigned to the X chromosome hotspot and vice versa. The papaya sex specific small RNA sequence data used in this study can be obtained from NCBI's Gene Expression Ombibus (GEO) using accession number GSE54097.

## Electronic supplementary material

Additional file 1: Table S1: Summary of the sRNA reads mapped to the papaya sex chromosomes. **Figure S1.** Distribution of purine-rich and pyrimidine-rich sequences in the sRNA libraries. **Figure S2.** Frequency of different nucleotides en each position of 21 and 24nt sequences. **Figure S3.** Precursor fold back structures of the newly identified miRNAs in papaya.

# Supplementary material for: Sex specific expression and distribution of small RNAs in papaya
**Source:** BMC Genomics. 2014 Jan 13;15(1):20. doi: 10.1186/1471-2164-15-20
**Supplement:** Supplementary file 1 — Additional file 1: Table S1: Summary of the sRNA reads mapped to the papaya sex chromosomes. Figure S1. Distribution of purine-rich and pyrimidine-rich sequences in the sRNA libraries. Figure S2. Frequency of different nucleotides en each position of 21 and 24nt sequences. Figure S3. Precursor fold back structures of the newly identified miRNAs in papaya.

Supplemental table S1: Summary of the sRNA reads mapped to the papaya sex chromosomes

Library	Total reads	% Unique reads	HSY		MSY		X	
			Number of unique reads aligned	% Aligned	Number of unique reads aligned	% Aligned	Number of unique reads aligned	% Aligned
Male	1589618	42.6	26312	3.66	35467	5.23	26476	3.91
Female	3625411	43.4	49870	3.17	68226	4.34	56171	3.57
Hermaphrodite	1757638	41.8	28152	3.83	38354	5.22	29106	3.96
All sex combined	6972667	38.4						

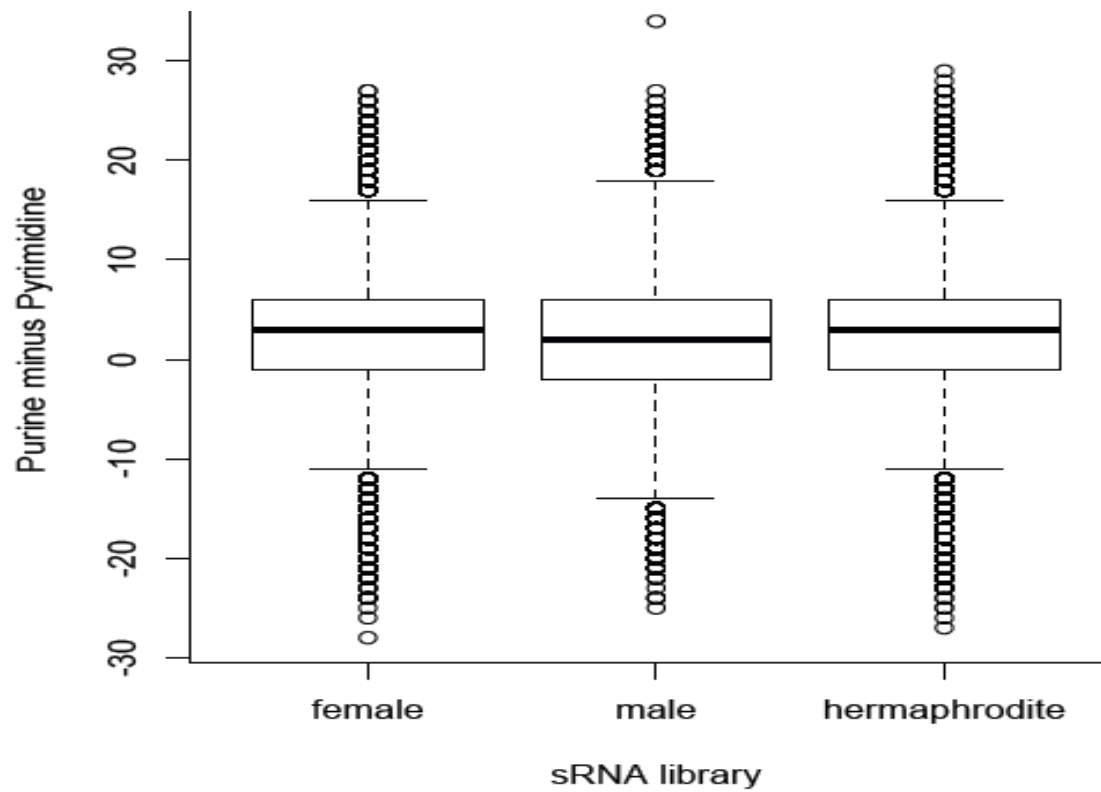

Figure S1. Distribution of purine-rich and pyrimidine-rich sequences in the sRNA libraries. The Y- axis shows the value of purine minus pyrimidine: sequences above zero are purine-rich and sequences below zero are pyrimidine-rich.

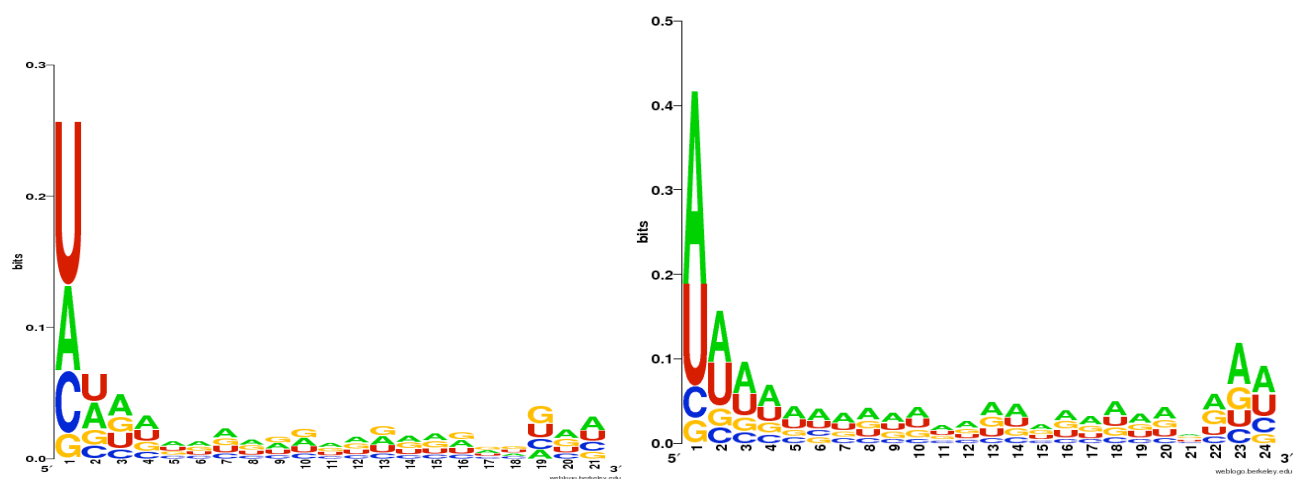

Figure S2. Frequency of different nucleotides en each position of 21 and 24nt sequences. Height of each column represents the total conservation and height of each letter represents relative conservation. The letter on the top represents most frequent nucleotide at that position while letter at the bottom represents least frequent nucleotide.

[illegible]

Supplemental figure S1. Precursor fold back structures of the newly identified miRNAs in papaya. miRNA sequences from each precursors are shown in uppercase letter.

How the deposited data were processed for this re-analysis (not part of the article)

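Small RNAs of papaya flowers were measured by sequencing of 3 sex types, with 2 libraries from male flowers, 3 from female flowers and 1 from hermaphrodite flowers in the sample labels. The paper speaks of 3 libraries and does not mention pooling. The deposited values are counts: for each sex type the authors trimmed the adapters, removed reads of low quality, collapsed identical reads, pooled the libraries of the sex and deposited each unique sequence with its number of reads. The tool and version used for trimming are not given in the sources used here. The counts are raw, with no normalization. The total reads equal those of Table S1 for each sex type, 1589618 in male, 3625411 in female and 1757638 in hermaphrodite flowers. The paper describes the removal of sequences of repeats and of known noncoding RNAs before miRNAs were searched and before the size distribution was drawn. The deposited counts still hold sequences of rRNA and tRNA and of the 5' adapter, which were kept here unless stated.

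From these counts the following was computed with Python 3.11.15, numpy 2.4.6 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9. Shares of lengths, of purine-rich sequences and of nucleotides at each position of 21nt and 24nt sequences were taken over all sequences of 18 to 39 nucleotides. Reads were counted for a miRNA when the first 18 nucleotides equalled those of a listed mature sequence and the length was within 2 nucleotides. Sequences from Table 1 were used for the miRNAs without a conserved family and the newly found conserved families, and known mature sequences of plants for the others. The paper's members a and b of a family were counted together, since their sequences are not in the text of the paper. Counts per 1000000 reads (CPM) were taken over all reads of a sex type. The paper's rule was applied, with more than 100 CPM in at least 1 sex type and at least 2-fold between the highest and the lowest. Lists of families by known targets or pathway (auxin, meristem, phase, silencing and nutrient) were set before the data were examined. Families of Table 2 with at least 10 reads over all sex types entered the lists and the background of the random lists. A pseudocount of 0.5 reads was used. For shared sequences, each list was thinned at random to 1500000 reads. A sequence was taken as an adapter fragment when it held 12 or more nucleotides of the 5' adapter in a row.

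Depth sets the precision of each value. A count of 3 reads, the limit that a count of 0 allows, is 1.89 CPM in male, 0.827 in female and 1.71 in hermaphrodite flowers, so female flowers, with the deepest list, have the lowest limit. The 95% intervals are exact Clopper-Pearson intervals for shares, exact Poisson intervals for counts and exact binomial intervals for ratios. They hold no variation between flowers or libraries. As the libraries of a sex are pooled in the deposited counts, no replicate could be compared or left out, and no p-value is given. The matching was tested on simulated reads, of which 61 of 61 miRNA names were found back. These reads were made by the same rule that counts them, so this tests the code and not the rule. The ratio intervals were tested on simulated counts of male against female flowers, drawn as Poisson counts and so with counting error only. They covered the true ratio for 96.3% of 7819 unchanged sequences, for 100% of 100 sequences changed 2-fold, of which 81% had an interval above 1, and for 96% of 100 sequences changed 4-fold, all of them with an interval above 1.

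The text names every miRNA that the paper names in its results or discussion and for which a sequence was at hand, the families that pass 100 CPM and 2-fold, families outside Table 2 with at least 10 reads, and the 5 most abundant sequences of each sex type that match no listed miRNA. Values in the paper's tables had been seen when this rule was set. Other miRNAs named as examples of a list or of low levels were chosen after their values were seen.

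The alternatives were full-length exact matches, up to 1 mismatch, scaling per 1000000 miRNA reads, by the median of ratios and per 1000000 reads of 18 to 30 nucleotides, other weights of a sequence, and a minimum of 2 reads. Matching with 1 extra 5' nucleotide, alone or with 1 mismatch, up to 1 mismatch for the lists by target, and leaving out adapter fragments were added after the data had been seen. The mapping of reads to the sex chromosomes, the matches to the genome and the positions of Table 1 were not analysed here, since no genome was used. Those miRNAs without a sequence in the text of the paper, among them miR_novel_06 and miR_novel_10, were not counted.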

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

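Small RNAs outside those the paper discusses were read above the limit that a count of 0 allows. The tasiARF siRNAs, which are made from TAS3 transcripts after cleavage by miR390 and which target auxin response factors, had 100.1 CPM in female flowers (95% interval 90.1 to 111), 50.6 (40.7 to 62.3) in hermaphrodite flowers and 14.5 (9.17 to 21.7) in male flowers. Female flowers were 6.92-fold (4.54 to 11.1) above male flowers. With full-length exact matches it had 12.6 CPM in male, 53.2 in female and 9.10 in hermaphrodite flowers, all under 100, so that the lowest sex type depends on the rule. With 1 extra 5' nucleotide, chosen after the reads had been seen, hermaphrodite flowers came nearer to female flowers. The values were then 108 CPM in female, 89.3 in hermaphrodite and 20.1 in male flowers.

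miR319, which targets TCP transcription factors, had 21.5 CPM in female flowers, 10.7 in male flowers and 7.97 in hermaphrodite flowers. With 1 extra 5' nucleotide, chosen after the reads had been seen, it had 41.1, 30.2 and 26.2 CPM in the same order. With up to 1 mismatch the values were 175, 61.0 and 57.5 CPM. That rule also takes in reads of miR159 that lack its first base, so the added reads cannot be assigned to miR319. miR827, which targets genes of phosphate transport, had 3.03 CPM in female flowers (11 reads) and 0 reads in male and hermaphrodite flowers, which allow up to 1.89 and 1.71 CPM.

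Reads that hold a stretch of the 5' adapter made up 0.604% of the reads in male flowers, 4.47% in female flowers and 3.40% in hermaphrodite flowers. The paper does not report them. Among the most abundant sequences were UCAGAGUUCUACAGUCCGA, with 6983 CPM in female, 91.8 in male and 41.5 in hermaphrodite flowers, and UUCUACAGUCCGACGAUCU, with 7445 in hermaphrodite, 3.15 in male and 0 in female flowers. Others were AGAGUUCUACAGUCCGAC and UCAGAGUUCUACAGUCCGAC, with 5322 and 5233 in female flowers, and UCUACAGUCCGACGAUCU, with 5135 in hermaphrodite flowers.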

How the results depend on the processing

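No paired analysis was possible because the deposited counts pool the libraries of a sex, and for the same reason no library could be left out. Depth limits rare miRNAs, whose intervals are wide. Counts of unique sequences also depend on depth. In female flowers unique sequences were 43.4% of the reads in the full list and 48.6% at equal depth. Shares of unique sequences by length can thus depend on depth too, and their intervals do not cover this. All values of 3 sex types are given in the order male, female and hermaphrodite flowers, and the causes of the changes were not tested. The rules with 1 extra 5' nucleotide, up to 1 mismatch for the lists by target and the settings without adapter fragments were chosen after the data had been seen. Weighted by reads, 21nt sequences made up 32.8, 28.8 and 30.9% and 24nt sequences 19.3, 27.7 and 19.7%. Over lengths of 18 to 30 nucleotides the shares of unique sequences were 20.9, 16.3 and 18.7% and 38, 47.7 and 38.3%, and among sequences with at least 2 reads 25, 18.1 and 21.4% and 20.4, 41.7 and 25.4%. In that setting 21nt sequences outnumbered 24nt sequences in male flowers only. Without adapter fragments the 24nt share was 46.5% in female and 36.7% in hermaphrodite flowers. The purine-rich share stayed above 50% throughout. It was 62.1, 64.6 and 64.6% of unique sequences, 62.7, 57.1 and 61% of reads of sequences with at least 2 reads, 62.3, 61.3 and 61.4% without reads of listed miRNAs and 62.7, 62.2 and 64.3% without adapter fragments. U at the 5' end of 21nt sequences had a share of 60.7, 59.6 and 59.9% weighted by reads, and 46.8 and 47.4% in male and female flowers among sequences with at least 2 reads. A at the 5' end of 24nt sequences had 47.9, 57.3 and 54.3% weighted by reads and 54.6, 62.6 and 59.3% among sequences with at least 2 reads.

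Scaling per 1000000 miRNA reads changed the limit as well, since 100 per 1000000 miRNA reads is lower than 100 CPM. The count of 17 families with at least 2-fold difference was 26 in that setting and 32 with no minimum of 100 CPM. It was 12 with full-length exact matches (11 of them shared with the 17), 20 with up to 1 mismatch (16 shared), 15 with 1 extra 5' nucleotide (15 shared), 16 with both (14 shared), 16 by the median of ratios (15 shared), and 17 per 1000000 reads of 18 to 30 nucleotides or without adapter fragments. miR165/166 and miR394 were lost with 1 extra 5' nucleotide, with and without 1 mismatch. Lost were also novel_37 with full-length exact matches and with 1 mismatch, with and without the extra nucleotide, novel_38 with full-length exact matches, per 1000000 miRNA reads and by the median of ratios, novel_40 with full-length exact matches and by the median of ratios, and miR2111, miR393 and tasiARF with full-length exact matches. Of the ratios of single families under the alternatives, 464 kept their direction and their side of the 2-fold rule, 22 no longer passed it, 19 newly passed it, and 19 that had not passed it turned their direction. Of those that had passed it 1 turned, as the log2 ratio of male over female flowers for miR167 was -0.46 with full-length exact matches. The median log2 ratios of the auxin list for male over female and male over hermaphrodite flowers stayed above 1 under all settings, and that for hermaphrodite over female flowers, 0.39, was -0.02 with full-length exact matches. The median log2 ratio of male over female flowers for the silencing list was 1.08 with up to 1 mismatch and 1.03 with 1 mismatch and 1 extra 5' nucleotide, rules under which miR403 had enough reads to enter the list, that of hermaphrodite over female flowers for the meristem list -0.55 with 1 extra 5' nucleotide and -0.51 with both, and that of male over hermaphrodite flowers for the nutrient list -1.04 by the median of ratios. Of the sequences with at least 2 reads at equal depth, those of male flowers were found in female and hermaphrodite flowers for 59.2% and 58%, those of female flowers in male and hermaphrodite flowers for 56.1% and 57.8%, and those of hermaphrodite flowers in male and female flowers for 56.7% and 59.4%. The planned matches to the genome and the positions of Table 1 were not run.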

Differences from the paper's values

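The values of Table 2 are given there for members of families, and the values found here are for the family as a whole, in counts per 1000000 reads. The settings with 1 extra 5' nucleotide were chosen after the values had been seen. Of the 10 families that the paper counts as differing and that were counted here, the main counts drop 1, miR171, as do scaling by the median of ratios, reads of 18 to 30 nucleotides as the denominator and leaving out adapter fragments. Full-length exact matches drop 2, miR171 and miR393, the latter with 32.1 CPM in male flowers, under the limit of 100. A family not dropped passed the limit and the 2-fold rule in any direction, so the paper's pattern among the sex types can still differ. With full-length exact matches miR167 passed with 272 CPM in male and 373 in female flowers, though the paper has it higher in male flowers. Per 1000000 miRNA reads novel_39 passed with a male to female ratio of 1.13. Up to 1 mismatch and scaling per 1000000 miRNA reads drop 0. In the latter miR171, with 37.7 CPM in male flowers, passes since the limit of 100 is set per 1000000 miRNA reads, which is lower than 100 CPM. The settings with 1 extra 5' nucleotide drop 2, miR171 and miR394, with and without 1 mismatch. Of the 45 values of the 15 miRNAs named in the paper's text and counted here, 22 were within 1.5-fold of Table 2, with a median of 1.504-fold apart. Of those set before the data were examined, up to 1 mismatch brought this to 29 and full-length exact matches to 17. Of those chosen after the values had been seen, 1 extra 5' nucleotide brought it to 30 and the same with 1 mismatch to 34, with a median of 1.15-fold. Of the 45 values of 15 other miRNAs over 100 in Table 2 or here, 18 were within 1.5-fold, and of the 60 values of the 20 remaining ones, which are not listed singly, 20.

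The paper gives 10% of reads with equal numbers of purines and pyrimidines in hermaphrodite flowers, and 5.33% was found. Counting each sequence a single time gave 6.97%, within 1.5-fold of the paper's value, and the other alternatives did not come that near. For miR156/157b in female flowers the paper's value is 7122, and 4085 was found. For the ratio of male over female flowers of miR156 the paper's text gives about 5, and 8.60 was found. The values of the paper's Table 2 give 6.70 for miR156/157a, within 1.5-fold of 8.60, and 5.11 for miR156/157b. Scaling per 1000000 miRNA reads (6.22) and by the median of ratios (6.79) came within 1.5-fold of it, and the other alternatives did not. For miR159 the paper's values are 8069 in male, 13077 in female and 8734 in hermaphrodite flowers, and 2621, 6667 and 4376 were found. For miR160 in female flowers the paper has 1647, and 869 was found. None of the alternatives tried, before or after the data were examined, closed these gaps of miR156/157b, miR159 and miR160.

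For miR165/166a the paper's values are 48299 in male, 74721 in female and 30625 in hermaphrodite flowers, and for miR165/166b in hermaphrodite flowers 31875. Found were 19161, 34365 and 13032 for the family. None of the alternatives set before the data were examined closed these gaps. With 1 extra 5' nucleotide, chosen after the values had been seen, hermaphrodite flowers had 32152, within 1.5-fold of the paper's values, and male flowers 26747, still under that of miR165/166a. For miR167a the paper has 2433 in female and 2449 in hermaphrodite flowers, and for miR167b 2585 in hermaphrodite flowers, and 1582 and 1522 were found. Up to 1 mismatch and the median of ratios brought miR167a within 1.5-fold in both sexes, with 1710 and 1652 and with 1708 and 1654, as did reads of 18 to 30 nucleotides in female flowers (1635). For miR167b only the settings with 1 extra 5' nucleotide did (2040 alone and 2171 with 1 mismatch), chosen after the values had been seen. These settings also brought miR167a in that range, and without adapter fragments miR167a in female flowers had 1656.

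For miR169 the paper's values are 2738 in male and 576 in female flowers, and 1821 and 380 were found. Up to 1 mismatch gave 2148 and 453, and reads of 18 to 30 nucleotides 1980 and 393, within 1.5-fold in both sexes, and the median of ratios did so in female flowers (410). Of the settings chosen after the values had been seen, 1 extra 5' nucleotide (1902 and 430), the same with 1 mismatch (2231 and 504) and leaving out adapter fragments (1832 and 398) did so too. For miR171 the paper has 1515 in male, 1079 in female and 506 in hermaphrodite flowers, and 37.7, 16.0 and 11.9 were found. Up to 1 mismatch gave 1420, 1003 and 431, within 1.5-fold, and with it miR171 differed at least 2-fold. With 1 extra 5' nucleotide in addition, chosen after the values had been seen, 1600 and 1065 were within 1.5-fold in male and female flowers. For miR393 the paper has 900 in male, 53 in female and 61 in hermaphrodite flowers, and 333, 21.0 and 27.3 were found. None of the alternatives set before the data were examined closed the gap, and 1 mismatch with 1 extra 5' nucleotide, chosen after the values had been seen, came within 1.5-fold in male (639) and hermaphrodite flowers (44.4). For miR394 the paper has 483 in male, 667 in female and 189 in hermaphrodite flowers, and 245, 335 and 97.3 were found. Only the settings with 1 extra 5' nucleotide, chosen after the values had been seen, came within 1.5-fold, in hermaphrodite flowers (243 alone and 249 with 1 mismatch).

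Among the 15 other miRNAs over 100, the paper's values for miR172 are 6342 in male, 4544 in female and 5014 in hermaphrodite flowers, and 2950, 2260 and 2439 were found. For miR535 they are 2852, 4756 and 4368, and 1454, 2335 and 2118 were found. For miR894 they are 308, 272 and 250, and 80.5, 40.3 and 40.4 were found. For miR408 they are 145, 82 and 93, and 0, 0.276 and 0.569 were found. For novel_52 they are 161, 141 and 105, and 42.8, 32.8 and 27.9 were found. No alternative tried closed the gaps of these 5 miRNAs. For miR396 the paper has 3381, 2149 and 2402, and 1593, 971 and 1421 were found, and only 1 mismatch with 1 extra 5' nucleotide, chosen after the values had been seen, came within 1.5-fold, in hermaphrodite flowers (1671). For miR403 the paper has 121, 68 and 96, and 3.77, 0.552 and 0 were found. Up to 1 mismatch came within 1.5-fold in hermaphrodite flowers only (134), as did the same with 1 extra 5' nucleotide (137), chosen after the values had been seen. For miR2910 the paper has 161, 195 and 340, and 15.1, 33.4 and 71.1 were found. None of the alternatives given relative to all reads closed these gaps. Per 1000000 miRNA reads the values were 182, 556 and 1022. That scale differs from the paper's counts per 1000000 reads, so the nearness of 182 to 161 in male flowers does not close the gap. For miR390 in male flowers the paper has 2095, and 1197 was found. For miR2111 in male flowers it has 25, and 12.6 was found, and for novel_46 in hermaphrodite flowers 131, and 40.4 was found. None of the alternatives set before the data were examined closed these last 3 gaps, and the settings with 1 extra 5' nucleotide, chosen after the values had been seen, did so, with 1403, 24.5 and 119 alone and 1591, 26.4 and 123 with 1 mismatch.

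The paper states that guanine is overrepresented in 21nt sequences. Adenine had the higher share over all positions of unique 21nt sequences in each sex type, 28.0% against 25.7% in male, 29.2% against 25.1% in female and 28.9% against 25.6% in hermaphrodite flowers. Weighted by reads, guanine was higher in female flowers, 26.4% against 25.5%. The paper states that miR159 differs less than 2-fold between female and the other flowers. Between female and male flowers 2.54-fold was found, between 2.40 and 3.52 over all matching rules and scalings. The main counts of miR159 lie below Table 2, with 2621 against 8069 in male and 6667 against 13077 in female flowers. Reads not counted here could thus change this ratio. The paper also gives less than 2-fold for miR166. For miR165/166, 2.64-fold was found between female and hermaphrodite flowers. It was 1.19-fold with 1 extra 5' nucleotide, a setting chosen after the values had been seen. The paper's text does not name miR2111 among the miRNAs that differ, although the values of its Table 2 differ more than 2-fold, and 20.8-fold was found between hermaphrodite and male flowers, with 10.4-fold as the lowest over all settings with reads. The paper names miR166 as the most abundant miRNA, followed by miR156 and miR159. By summed reads the same order was found, and by the mean of the sex types miR156/157 came first and miR168 before miR159. Counted in Table 2 itself, 32 miRNAs exceed 100 and 19 of these differ at least 2-fold, among them miR165/166a, miR2111, miR2910, novel_40 and novel_46, and 8 of the miRNAs without a conserved family exceed 100, which are more than the paper's text gives.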

Other observations

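The test of scaling for miR393 was set before its result was seen, and the other tests here were chosen only after the results were seen.

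miR2111, a phosphate-responsive miRNA that the paper does not discuss, passed the 2-fold rule in 8 of 9 settings, with 206 CPM (95% interval 192 to 222) in female, 262 (238 to 287) in hermaphrodite and 12.6 (7.69 to 19.4) in male flowers, and with full-length exact matches it had 0 reads in every sex type. The next 3 families were chosen after their values were seen and do not pass the rule in the main counts. miR535 passed it per 1000000 miRNA reads and by the median of ratios, and miR396 with full-length exact matches. miR398b passed it per 1000000 miRNA reads, where the limit of 100 is lower than 100 CPM. miR535, a relative of miR156, had its highest level in female flowers, 2335 against 2118 in hermaphrodite and 1454 in male flowers, under 2-fold and in an order opposite to that of miR156/157. miR398b, which targets copper superoxide dismutases, had 66.6 CPM in hermaphrodite flowers, 9.65 in female and 8.18 in male flowers, all under the limit of 100. miR396, which targets growth-regulating factors, had 1593 in male, 971 in female and 1421 in hermaphrodite flowers, under 2-fold. Of the lists set before the data were examined, the phase list (miR156/157, miR159 and miR172) had a median log2 ratio of 0.38 for male over female flowers (40.0th percentile of random lists), 0.11 for hermaphrodite over female and 0.25 for male over hermaphrodite flowers. The silencing list (miR162 and miR168, with miR403 under the minimum of reads) had 0.33 (58.5th percentile), 0.66 and -0.33, and the nutrient list, with 7 families, -0.21 (31.3rd percentile), 0.76 (65.9th) and -0.69 (10.7th). The meristem list had 0.94 (78.7th percentile) for male over hermaphrodite flowers.

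The most abundant sequence in each sex type that matched no listed miRNA was UACCUGGUUGAUCCUGCCAGUAG, the 5' end of 18S rRNA, with 18013 CPM in male, 13066 in female and 17937 in hermaphrodite flowers. The same sequence with a C before it, CUACCUGGUUGAUCCUGCCAGUAG, had 4539, 1838 and 445. A second fragment of 18S rRNA, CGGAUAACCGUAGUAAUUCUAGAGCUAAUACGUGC, had 6191 in male flowers, 787 in female and 1352 in hermaphrodite flowers. GGGAUUGUAGUUCAAUUGGUCAGAGCAC, the 5' part of the tRNA for aspartate of chloroplasts, had 5201 in male, 1241 in female and 4999 in hermaphrodite flowers. ACGAUGAAGGAAGAUGGAACC, for which no name was assigned here, had 6361, 3999 and 8149, and GCGUUUGUAGUCCAACGG, also without a name, 5769 in female flowers against 496 in male and 259 in hermaphrodite flowers.

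Reads of several miRNAs began 1 nucleotide upstream of the mature 5' end, and of 15 miRNAs with at least 20 such reads in male and in hermaphrodite flowers, 7 had another commonest added base in male than in hermaphrodite flowers. The others, such as miR390 with U and miR157 and miR159 with G, had the same base. For miR166, the added nucleotide was mostly C in male flowers (11226 reads beside 30422 without it). In hermaphrodite flowers it was mostly U (31202 beside 22888). These are the first bases of the barcodes of the respective libraries, so a base left from the barcode is a candidate explanation. In female flowers the added base of miR166 was mostly C (8478 reads), not the barcode base G (2558). Among the 7 miRNAs, the commonest added base in male flowers was the barcode base C for miR156, miR166 and miR396. It was A for miR160, miR164, miR167 and miR394. In hermaphrodite flowers it was U for all but miR160, with G. A leftover base would be added to every miRNA alike, but 60.9% of the 23 miRNAs with at least 100 reads in hermaphrodite flowers, 14 of them, had the added U in under 1% of their reads, among them miR168 with 5 reads beside 15576 without it. The sex of the flower cannot be told apart from the barcode.

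Among all small RNAs, 66.3% of the 25nt sequences of hermaphrodite flowers began with U, against 19.4% in male and 25.1% in female flowers, 43.1% of those of male flowers began with C, against 21.2% and 7.80% in female and hermaphrodite flowers, and 16.3% of those of female flowers began with G, against 8.17% and 7.21% in male and hermaphrodite flowers, so that each sex type was enriched for the first base of its own barcode. Reads that start at least 3 nucleotides further upstream showed U at that place for 79.5% (95% interval 78.8 to 80.2) of the 11541 hermaphrodite 25nt sequences beginning with U that had them, which argues against a leftover barcode base as the whole cause. A part left from the barcode stays open, since this share was 11.4 percentage points under the lowest of the other bases in hermaphrodite flowers (C, 90.9%), and the barcode base was also the lowest in male flowers (C, 80.2%) but not in female flowers (G, 87.5%, against 81.7% for C), while most miRNAs lacked the added U. Without their first base, 25nt sequences beginning with the barcode base were more often a sequence read in any sex type than the others were, 35.2% against 27.6% in hermaphrodite, 36.5% against 27.0% in female and 34.7% against 32.8% in male flowers. A ligation preference for a first U would also raise 24nt sequences beginning with U, but these exceeded the higher of the other sex types by 0.712 percentage points, beside 41.3 points among 25nt sequences, and a difference between the sexes in where precursors are processed was not tested.

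The high level of miR393 in male flowers could come from scaling, from the added base or from the libraries. With median-of-ratios scaling the male to female ratio was 12.6 (95% interval 9.86 to 16.2), and with 1 extra 5' nucleotide 22.4 (18.0 to 28.1), both far above 2, which argues against either as the whole cause. Each sex has 1 barcode in the labels and its libraries are pooled, so an effect of library or barcode and an effect of the sex of the flower cannot be told apart.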
